A study of Homo sapiens with 12 samples. Its data were reported in "Functional Dissection of the Enhancer Repertoire in Human Embryonic Stem Cells" (2018).

How the data were processed

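Plasmid DNA of ChIP-STARR-seq libraries was sequenced from H9 human ESCs cultured in the primed or the naive state. Chromatin was sheared with a Bioruptor and precipitated with antibodies to NANOG, OCT4, H3K27ac or H3K4me1. The recovered DNA was ligated to adapters, amplified by PCR, inserted into a STARR-seq plasmid by Gibson assembly and grown in bacteria. Inserts were amplified from the plasmids by nested PCR for sequencing, so copies from PCR and from bacterial growth both enter the counts. For the BAC library, DNA of 3 BACs was mixed in equal amounts and sheared. The groups were taken from the sample labels, which gave 10 groups for the 12 libraries and left none unassigned. The labels give no sequencing lanes or batches. The second OCT4 replicates and the BAC library were deposited as a series of records apart from the other 9 libraries.

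The authors deposited, for each library, counts of sequenced fragments per distinct chromosome, start and end position, on the hg19 (GRCh37) genome that the submitters' processing notes name. These are raw counts with no normalization. Before deposit, the authors trimmed adapters with Skewer, shortened the reads, aligned them with Bowtie2 and kept properly paired reads with a mapping quality of at least 30. The mapping quality filter leaves out reads from near-identical copies, so genes in duplicated families are under-represented and reported as uncertain. Each listed position was taken as 1 distinct plasmid. Libraries without molecular identifiers cannot separate copies made in PCR from copies made in bacteria, and a pair of inserts with the same ends counts as 1 plasmid.

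Fragments were assigned to 1000 bp windows by their midpoint. Depth per library ranged from 8.45 to 30.8 M fragments (M, 10 to the power of 6). Fragments on unplaced contigs took 0.00177% of the BAC library and 0.700 to 1.52% of the other libraries, and were left out of windows and promoters, as was the mitochondrial genome. Inserts of 2000 bp and above were absent. Genes were taken from the GENCODE 44 annotation lifted to GRCh37 (20090 protein-coding genes). The TSS of a gene was the 5' end of its gene record, which for genes with several starts, such as POU5F1 and NANOG, can lie away from the start most used in ESCs. A promoter was the TSS with 1000 bp on each side. Positions are 1-based.

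Tests followed a design fixed before the data were examined. Counts per window and per promoter were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with TMM scaling and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The 5 comparisons were OCT4 against Input with cell state as covariate, naive against primed within OCT4, naive against primed across targets with target as covariate, H3K27ac against H3K4me1 with state as covariate, and histone against transcription factor libraries with state as covariate. Features with a mean of at least 1 CPM over the libraries compared were tested, and for windows, except in the comparison with Input, an Input CPM of at most 2 was required. The lone Input library was assumed to vary like the OCT4 libraries. As it is primed, the fit with state as covariate sets the primed OCT4 libraries against it, and the naive OCT4 libraries inform only the spread. Both edgeR and DESeq2 assume that most features are unchanged, so a shift of most windows in one direction is removed by the scaling. Gene lists were tested with camera of limma 3.58.1 with its preset and with an estimated correlation.

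Measures of 1 value per library (distinct plasmids, fragments per plasmid, mean insert length and TSS share) were compared with two-sided exact permutation tests, and the 8 tests formed 1 family. The smallest p that 4 against 6 libraries can give is 0.00952. Chromosome shares were tested likewise over 23 chromosomes. Shares of single libraries have 95% Wilson intervals. Folds over an Input of 0 were computed against a floor of 3 counts in the Input library, and folds over 1 or more Input counts have a counting interval.

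Plasmid sharing was the number of identical positions in a pair of libraries over the mean of 10 comparisons in which the ends of 1 library were shifted by 1 to 10 bp. Correlations used log2(CPM + 0.5). Windows called for OCT4 were matched to windows not called on Input count and GC content, exactly or within tolerances (at least 5 partners), both chosen after the data were seen. BAC regions were runs of 10000 bp bins with at least 50 times the median count. Motif searches covered the 1000 windows most above Input in each library, with 10 windows of the same GC content for each.

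The 8 gene lists were fixed in the same way: core pluripotency (20 genes), naive-associated (22), primed-associated (20), TGF-β, FGF and WNT signalling (21), developmental regulators (30), housekeeping (20), fibroblast genes (20) and genes silent outside specialised tissues (30). ALPPL2 and CD24 were not in the annotation used. List medians in single libraries were placed among 10000 random lists of the same size matched on mean signal. Besides list members, genes were named by rule: the 10 features with the largest change in each direction among those past the threshold with all libraries of one side above all of the other within each target, with a window named by the nearest TSS within 100 kb. Windows near listed genes, the highest windows of each target and the motif searches were limited to an Input of at most 2 CPM, and those of the BAC regions were not. Windows named in the NANOG and BAC paragraphs were chosen for their maximum after their values were seen. Some genes and windows that met a rule are not reported here.

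Alternatives planned beforehand were counting each distinct plasmid once, DESeq2 1.42.0, library size as the only scaling, CPM minimums of 2 and 0.5, a minimum absolute log2 change of 1, other covariates, the replicate number as a block, narrower promoters of 500 bp on each side, leaving out each library in turn, windows of 5000 bp and thinning to 8447014 fragments. Chosen after the data were seen were the GC-corrected offsets, the Input filter for OCT4 against Input, the fits of NANOG and OCT4 alone on distinct plasmids, the interaction of state with target class, the fits of histone against transcription factor libraries without the second OCT4 replicates, leaving out libraries for promoters and distinct plasmids, correlations within GC percent, sets of libraries by sharing, the 30 kb minimum of BAC regions and the CPM thresholds near listed genes. The GC-corrected offsets (20 bins of GC content, trimmed means) were first run in a version without centring and were revised for all comparisons after its calls had been seen, and only the revised version is reported.

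The tests were tested on simulated counts drawn from the means, dispersions and library sizes of the real libraries, with 200 features changed by 2, 4, 8 or 16-fold. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9 and data.table in version 1.17.8.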

Results

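Plasmid pools for ChIP-STARR-seq were sequenced from H9, an established human embryonic stem cell (ESC) line, in the primed state and in the naive state, an earlier-like state of pluripotency reached by changing the culture medium. In ChIP-STARR-seq, DNA recovered by chromatin immunoprecipitation (ChIP) is cloned into a reporter plasmid, so that the pool carries the part of the genome bound by the target. The values describe the DNA inserts of these pools, not the RNA that the plasmids make. NANOG and OCT4 are transcription factors that maintain pluripotency, H3K27ac is a histone acetylation of active promoters and enhancers, and H3K4me1 is a histone methylation of enhancers. The 12 libraries held 1 library per state for NANOG, H3K27ac and H3K4me1, 2 per state for OCT4, 1 Input library of primed chromatin without immunoprecipitation, and 1 library made from 3 bacterial artificial chromosomes (BACs) that carry super-enhancer regions, long tracts of clustered enhancers. OCT4 was the only target with labelled replicates. Nothing in the labels says that these came from separate cultures, so p-values measure only the spread between libraries, which may be technical.

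The deposited files listed fragment counts for each insert position. The libraries labelled naive and primed H3K27ac held 18.9 and 30.8 M fragments (M, 10 to the power of 6), and those labelled naive and primed H3K4me1 held 27.6 and 23.1 M. The naive and primed NANOG libraries held 23.9 and 21.99 M. OCT4 replicate 1 held 23.9 M fragments in naive and 24.3 M in primed cells, and replicate 2 held 8.45 and 22.1 M. The Input and BAC libraries held 26.4 and 20.2 M. The histone libraries are called by their labels throughout, because their profiles grouped across the labels of mark and state, as the correlations reported here show. In the study's overview of its libraries, moreover, the plasmid totals of these files stand under other histone labels and the opposite state: that of the file labelled naive H3K27ac under primed H3K4me1, primed H3K27ac under naive H3K27ac, naive H3K4me1 under primed H3K27ac, and primed H3K4me1 under naive H3K4me1. The mark and the state of each histone library are therefore in doubt, as is every comparison of marks or of states that includes them.

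The first question was whether the pools are complex and hold inserts of similar length. Histone libraries carried longer inserts than transcription factor libraries. Their mean insert was 266 ± 23.6 bp (SD, n = 4 libraries), against 206 ± 7.64 bp (SD, n = 6 libraries) for NANOG and OCT4. The difference exceeded the spread between libraries (two-sided exact permutation test, p = 0.00952, adjusted p = 0.0381 over 8 tests in the family). The Input and BAC libraries had mean inserts of 189.7 and 163 bp, and the mean of the 12 library means was 221 bp. Distinct plasmids, counted as distinct insert positions, numbered from 2.35 M in naive OCT4 replicate 2 to 17.1 M in the library labelled primed H3K27ac. Fragments per distinct plasmid ranged from 1.80 to 3.59. Histone and transcription factor libraries held 12.0 ± 4.80 M (SD, n = 4 libraries) and 8.39 ± 3.62 M (SD, n = 6 libraries) distinct plasmids, a difference of 3.61 M within the spread (exact permutation p = 0.210, adjusted p = 0.559). Libraries thinned to 8447014 fragments each held 2.35 to 6.93 M distinct plasmids, and the difference was then 0.968 M. Without the library labelled naive H3K27ac it was 5.69 M (exact permutation p = 0.0476, not adjusted). Fragments per plasmid, at 2.28 ± 0.674 against 2.70 ± 0.642, also differed within the spread (exact permutation p = 0.333, adjusted p = 0.667). Between naive and primed cells no difference exceeded the spread over 5 libraries each: inserts averaged 235.5 ± 40.9 bp and 225 ± 30.1 bp (exact permutation p = 0.722), plasmids 8.93 ± 4.85 and 10.7 ± 4.00 M (exact permutation p = 0.540), and fragments per plasmid 2.63 ± 0.771 and 2.43 ± 0.587 (exact permutation p = 0.659). Their adjusted p-values ranged from 0.720 to 0.722. These means rest on the histone states, which are in doubt. Inserts averaged 273.5 and 284.9 bp in the histone libraries labelled naive, and 231.8 and 275.2 bp in those labelled primed. Their plasmids numbered 5.77 and 13.9 M against 17.1 and 11.2 M. With these states exchanged, as in the study's overview, each naive to primed direction turns, and no test was run that way.

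**Figure D1:**
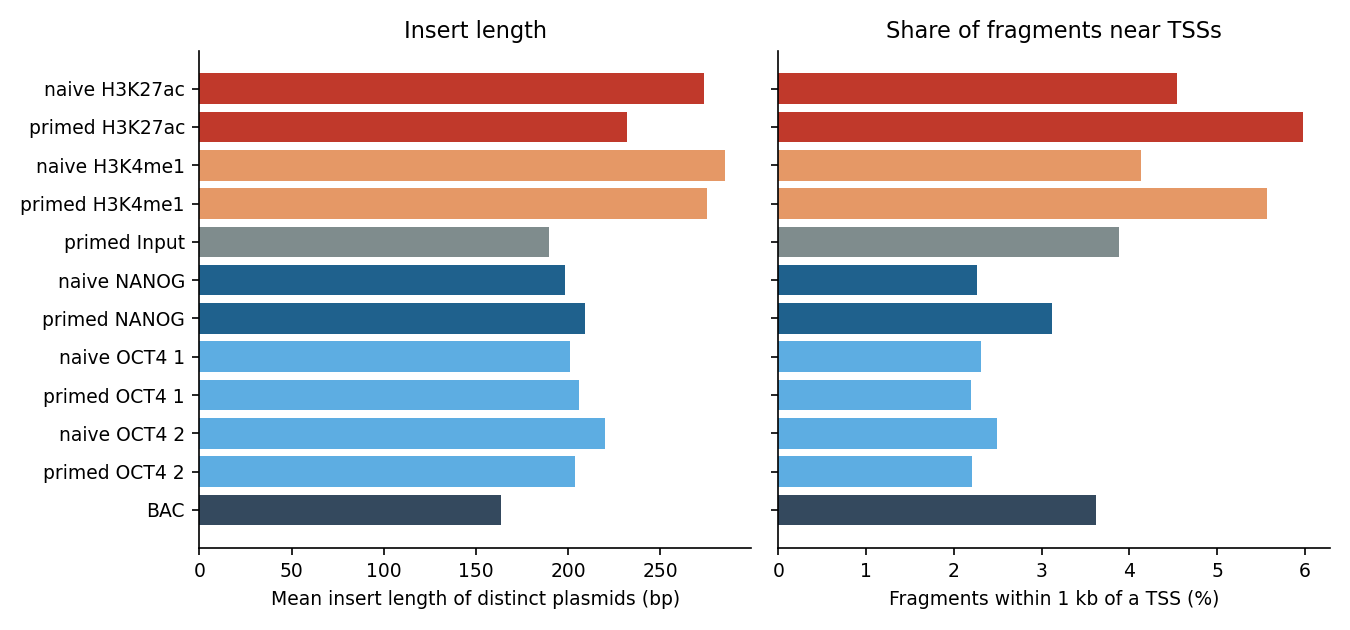
Mean insert length of distinct plasmids in bp (left) and percentage of fragments within 1 kb of a transcription start site (TSS, right), with 1 bar per library coloured by target. The 4 histone libraries have the longest inserts, and NANOG and OCT4 the lowest shares near TSSs.

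Next, the position of the inserts relative to genes was compared. Histone libraries were richer in promoters, and NANOG and OCT4 libraries poorer, than Input. Within 1 kb of the TSS of a protein-coding gene lay 5.06 ± 0.865% (SD, n = 4 libraries) of histone fragments and 2.43 ± 0.353% (SD, n = 6 libraries) of transcription factor fragments (exact permutation p = 0.00952, adjusted p = 0.0381). Input held 3.89% there (95% Wilson interval 3.88 to 3.89%; all such intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules). The share was highest in the library labelled primed H3K27ac, at 5.98%, and lowest in primed OCT4 replicate 1, at 2.19%. Naive and primed libraries held 3.15 ± 1.10% and 3.81 ± 1.84% (SD, n = 5 libraries each), within the spread (exact permutation p = 0.516, adjusted p = 0.720). This direction rests on the histone states, which are in doubt. Histone libraries labelled naive held 4.54 and 4.13%, and those labelled primed 5.98 and 5.56%. With these states exchanged, as in the study's overview, the naive mean is the higher one. Relative to the density 4 to 5 kb away, the library labelled primed H3K27ac peaked at 6.82-fold 100 to 200 bp downstream of the TSS and the one labelled naive H3K4me1 at 3.68-fold in the same step. The libraries labelled naive H3K27ac and primed H3K4me1 peaked lower and further downstream, at 2.75-fold and 2.51-fold. NANOG peaked at 2.27-fold in naive and 3.50-fold in primed cells, the 4 OCT4 libraries at 1.99 to 2.66-fold and Input at 2.36-fold. Naive and primed libraries were also compared within the sets of libraries that share plasmids beyond 1.5 times the expectation, a threshold chosen after the values were seen. Within the larger set (4 libraries each) the TSS share was 3.31% in naive and 4.21% in primed libraries, and within the smaller set, which held 1 library each, it was 2.49% and 2.20%. The larger set holds all histone libraries, and its direction also turns when their states are exchanged. The smaller set holds none of them.

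**Figure D2:**
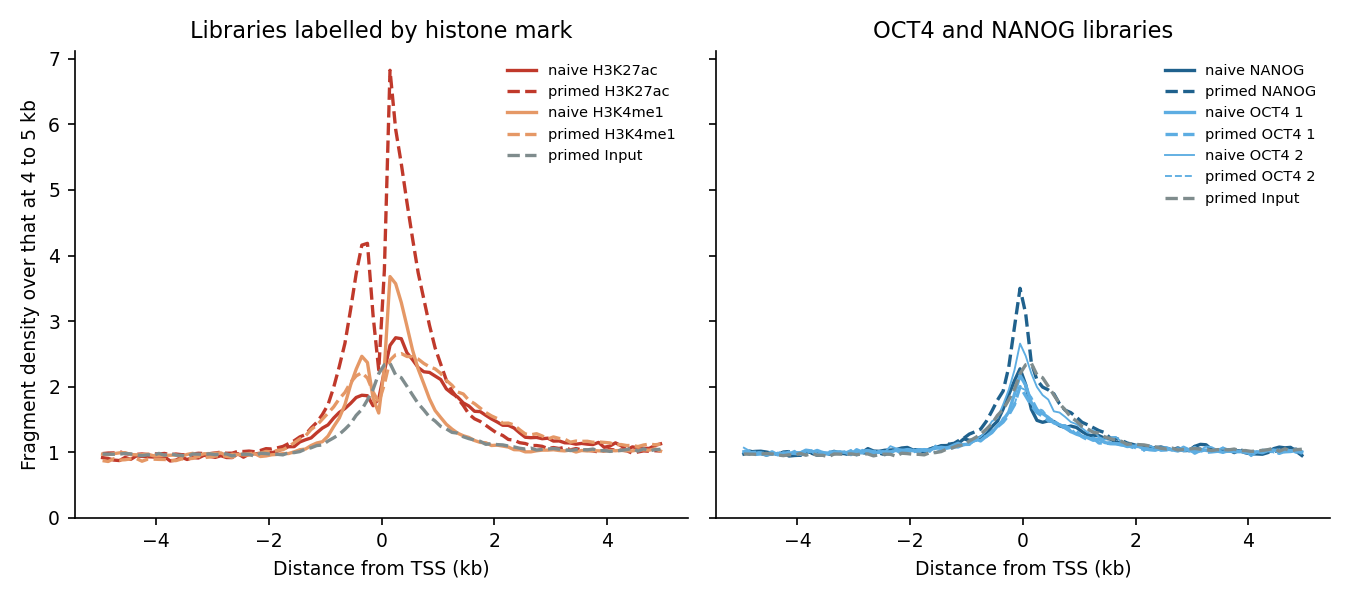
Density of fragment midpoints in 100 bp steps within 5 kb of the TSS of protein-coding genes, relative to the density at 4 to 5 kb, 1 line per library, solid for naive and dashed for primed, with Input in both panels. The library labelled primed H3K27ac reaches 6.82 and Input 2.36.

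Chromosome shares were compared to look for gains or losses of chromosomes between cultures. None of the 23 chromosomes tested differed between naive and primed libraries (exact permutation tests, all adjusted p = 1). For chromosome 17 the naive share was 3.88 ± 0.608% and the primed share 4.06 ± 0.979% (SD, n = 5 libraries each), and for the X chromosome they were 4.05 ± 0.688% and 3.98 ± 0.732%. Histone and transcription factor libraries differed on 20 of the 23 chromosomes at an adjusted p under 0.05, in a comparison added after the data were seen. The gene-dense chromosomes 22, 19 and 17 took more of the histone libraries, at 1.55, 1.46 and 1.36 times the transcription factor share, and the X chromosome, 4 and 13 took less, at 0.728, 0.806 and 0.873 times (adjusted p = 0.0146 each). Input held 2.90, 4.76 and 5.18% on chromosomes 22, 19 and 17, above the histone means of 2.54, 3.94 and 4.73%. On the X chromosome, 4 and 13 it held 3.29, 4.07 and 2.25%, against histone means of 3.28, 4.61 and 2.48%. The transcription factor means lay further from Input than the histone means on each. The histone libraries thus showed no gain over Input on chromosomes 22, 19 and 17.

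High NANOG signal lay near genes of the pluripotency network and of its signalling pathways. In both NANOG libraries, 8 of 20 core pluripotency genes were the nearest gene, within 100 kb, to a 1 kb window of at least 5 counts per M (CPM) with at most 2 CPM in Input, against a mean of 2.08 in random lists of genes with as many windows (percentile 99.96). Such a window lay near 11 of 21 genes of the TGF-β, FGF and WNT pathways (random mean 2.54, percentile 100) and near 9 of 19 primed-associated genes (random mean 1.71, percentile 100). Of 21 naive-associated genes 4 had such a window (percentile 88.5), as had 5 of 30 developmental regulators (percentile 88.5), 1 of 20 housekeeping genes (percentile 41.8), 1 of 20 fibroblast genes (percentile 23.1) and 1 of 29 genes silent outside specialised tissues (percentile 19.6). Over the genome, 989 of 19887 genes had one. POU5F1 and DNMT3B are not among the 8, since their highest NANOG windows, given with the BAC regions, exceed 2 CPM in Input. At a threshold of 2 CPM developmental regulators stood out as well, with 17 of 30 (random mean 8.08, percentile 99.96), beside 13 of 20 core (percentile 99.8), 17 of 21 signalling and 14 of 19 primed-associated genes (percentile 100 each). Both thresholds were chosen after the data were seen, each window was picked for its maximum, and each NANOG group had 1 library and so no replicate check.

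Among the core genes, the window of PRDM14, a repressor that maintains ESC identity, reached 84.9 CPM in naive and 50.9 CPM in primed cells, with no fragment in Input. It lay between genes on chromosome 8 from 70889001 to 70890000 (hg19), 94.2 kb from the TSS. TERF1, which encodes a telomere protein, had 53.4 and 23.6 CPM at 6.74 kb from its TSS, and the stem cell gene TRIM71 had 50.0 and 22.2 CPM at 37.2 kb. DPPA4 and ZFP42, markers of undifferentiated cells, reached 27.5 and 26.0 CPM in naive and 9.87 and 15.99 CPM in primed cells. SOX2, a partner of OCT4, had 13.9 and 5.19 CPM in an intron of SOX2-OT, and SALL4 12.8 and 7.09 CPM in its own intron. Near DPPA5, a naive-associated gene expressed in early embryos, 72.6 and 51.3 CPM lay between genes on chromosome 6 from 74059001 to 74060000, 4.75 kb from the TSS. The reference sequence around its summit, from 74059216 to 74059276, is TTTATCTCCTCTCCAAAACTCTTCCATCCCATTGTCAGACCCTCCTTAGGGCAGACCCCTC and holds no octamer motif of OCT4. Of the primed-associated genes, COL2A1 had 87.4 and 17.2 CPM, SFRP2, a secreted WNT modulator, 50.2 and 33.7 CPM, OTX2, a regulator of the primed state, 46.4 and 23.96 CPM in its own intron, and DUSP6, a feedback inhibitor of FGF signalling, 34.6 and 6.63 CPM. In the signalling list, FGFR1 had 48.0 and 15.2 CPM, TCF7L1 32.5 and 24.1 CPM, SMAD7 29.5 and 12.6 CPM, LEFTY1 19.0 and 15.0 CPM and NODAL 8.54 and 9.50 CPM. Input stood at 1.96 CPM or below in each of these windows, which the limit of 2 CPM sets in part. The window with the highest value of the lower library of the pair lay between genes on chromosome 7 from 157103001 to 157104000, 24.9 kb from DNAJB6, with 155 and 83.8 CPM against 1.23 CPM in Input. Its summit sequence, from 157103180 to 157103240, is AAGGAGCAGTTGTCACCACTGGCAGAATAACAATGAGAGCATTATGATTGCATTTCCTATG.

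At promoters list medians were compared in NANOG in the same way. The core pluripotency list lay 0.59 in naive and 0.63 in primed cells (log2 over Input) above all promoters (percentile 99.99 of random lists in both), the signalling list 0.51 and 0.37 (percentiles 99.97 and 98.7) and the developmental list 0.44 and 0.24 (percentiles 99.98 and 97.3). The primed-associated list lay 0.24 and 0.11 above (percentiles 92.2 and 72.4). Silent genes lay 0.25 and 0.29 above (percentiles 24.3 and 70.0) and fibroblast genes 0.34 and 0.22 (percentiles 88.4 and 78.3), no lower than the primed-associated list, while housekeeping genes lay at 0.08 and -0.13 and naive-associated genes at -0.01 and 0.002 from all promoters. OCT4 signal was weaker. Among windows with at most 2 CPM in Input, one of at least 2 CPM in all 4 OCT4 libraries was found near SOX2, OTX2, DUSP6, SOX11, LEFTY1 and SMAD7 and near no other listed gene. A window near POU5F1, given with the BAC regions, also passed 2 CPM in all 4, with 2.73 CPM in Input. The SOX2 window, on chromosome 3 from 181433001 to 181434000, had 2.22 and 6.15 CPM in naive and 3.60 and 3.12 CPM in primed cells, against 0.115 CPM in Input. For the representation of the pools over Input, the 1% of windows with the highest mean over the ChIP libraries took 1.57 ± 0.553 times the Input share (SD, n = 10 libraries). The windows were chosen on these libraries and not on Input. The choice alone favours a fold above 1, so its size is no measure of enrichment. The fold was 2.31 and 1.64 in naive and primed NANOG, 2.13 and 1.63 in the libraries labelled naive and primed H3K27ac, 1.08 and 2.44 in those labelled naive and primed H3K4me1, and 1.05 to 1.32 in OCT4. Over the top 5% of windows it was 0.996.

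**Figure D3:**
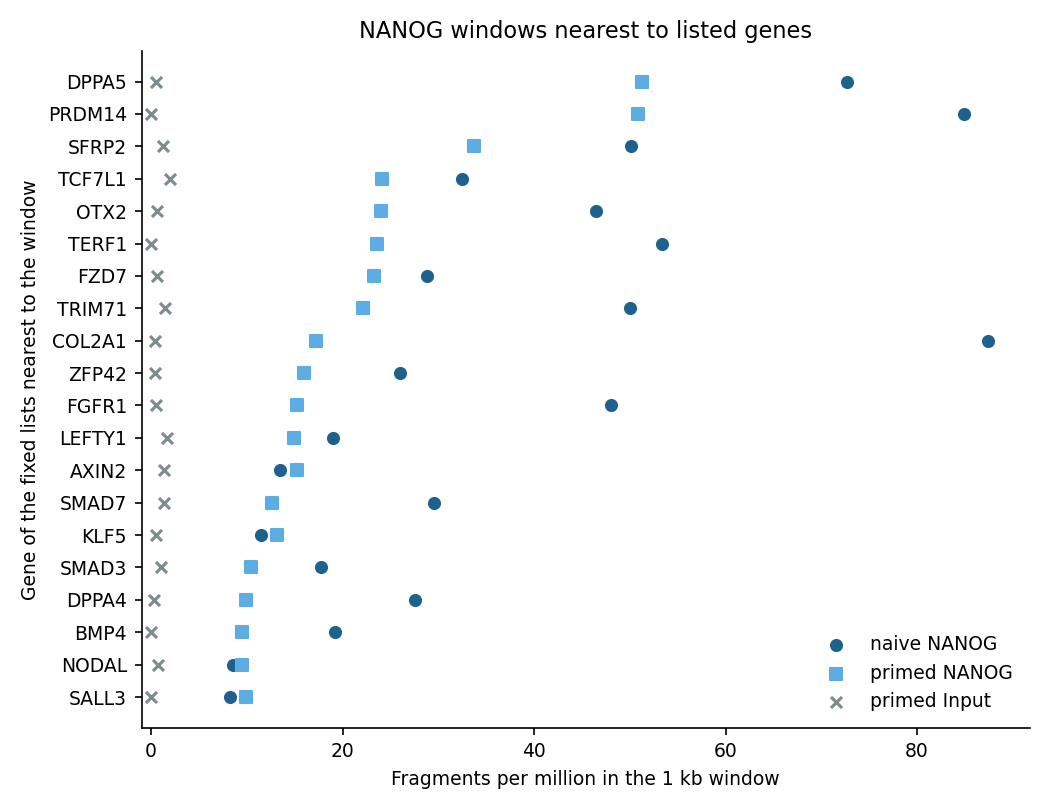
Counts per M fragments (CPM, x axis) of the naive and primed NANOG libraries and of Input in 1 kb windows nearest to listed genes (y axis), 1 point per library. The PRDM14 window has 84.9 and 50.9 CPM in naive and primed NANOG, and Input lies near 0 in each window drawn, all chosen with at most 2 CPM in Input.

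OCT4 libraries were then set against Input to ask which DNA the only replicated target enriched. OCT4 libraries were above Input in 809 of 71833 windows and below it in none (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; 4649 windows at an unadjusted p under 0.05, and 2181 calls with DESeq2). All 809 had every OCT4 library above Input. Since Input came from primed cells and cell state was a covariate, the fitted change and its p-value set the 2 primed OCT4 libraries against Input, and the naive ones add only to the estimate of the spread. Means over 4 libraries are given as description. With a single Input library, variation between Inputs was not measured, and the p-values carry the spread of the OCT4 libraries alone. In simulated data on fragment counts 0% of windows changed by up to 16-fold were recovered. The absence of windows below Input on fragment counts is therefore uninformative. Counting each distinct plasmid once, 5272 windows were above Input and 320 below it. The window near PIM1, a kinase gene, on chromosome 6 from 37109001 to 37110000 and 28.4 kb from the TSS, was at least 70.7-fold above Input (8.16 ± 3.18 CPM, SD, n = 4 libraries; edgeR adjusted p of the primed libraries 0.0119). A window near ACTN2, which encodes an actin-binding protein of muscle, was at least 37.1-fold above (4.29 ± 1.10 CPM, SD, n = 4 libraries; edgeR adjusted p of the primed libraries 0.0135), those near LYRM2 and MYL10 at least 30.7-fold and 24.8-fold, and that near TBC1D28, of a duplicated gene family and therefore uncertain, at least 45.4-fold. A window on chromosome 2 from 14471001 to 14472000, with no TSS within 100 kb, was at least 63.1-fold above. Each such bound sets the OCT4 mean against a floor of 3 fragments in the Input library, where these windows had none. The PIM1 window also held 1144 and 537 fragments in naive and primed NANOG. Most of the 809 windows called on fragments lay far from genes, with 84.3% beyond 100 kb of a TSS and 0.371% within 1 kb. Their median GC content was 39.6%, against 54.2% over all tested windows. With GC-corrected offsets, added after the data were seen, 0 of the 809 passed. Without naive replicate 1 or naive replicate 2 the count was 3923 or 2673, and without either primed OCT4 library it was 0.

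At promoters no gene passed on fragment counts (0 of 15443 with edgeR, 190 at an unadjusted p under 0.05, 9 with DESeq2). Counting each distinct plasmid once, 71 promoters were above and 6 below Input, 70 of them with all OCT4 libraries on the same side. STAT3, a naive-associated transcription factor of the LIF pathway, had 16.3 ± 7.09 CPM (SD, n = 4 libraries) against 3.71 CPM in Input, 4.38-fold (95% counting interval 3.25 to 6.05), with a fitted log2 change of 2.90 ± 0.38 (SE) and an adjusted p of 3.73e-06. POLR2A, which encodes the largest subunit of RNA polymerase II, was 5.17-fold above (3.56 to 7.85; log2 change 3.35 ± 0.41). Fitted changes differ from the CPM ratios, since they come from the primed libraries alone and after TMM scaling. Library size scaling alone put the median window at -0.90 on the log2 scale. DAZL, a germ cell gene, was 17.1-fold above with 1 Input plasmid (3.06 to 674), ZNF532 9.71-fold, CDH10 10.9-fold and MPP1 14.7-fold. IL1RAPL1 and BLID, with no Input plasmid, were at least 5.70-fold and 4.91-fold above, against the floor of 3 plasmids. OR11H1, FBXW10 and TBC1D3 also passed but belong to duplicated families and are uncertain. OTOP2, ELAPOR1, PDE6B, TSR1, SDHAF1 and the gene AL590235.1 were below Input, by log2 changes of -2.87 ± 0.66, -2.28 ± 0.51, -1.92 ± 0.45, -1.89 ± 0.44, -1.78 ± 0.44 and -2.21 ± 0.42 (SE). With GC-corrected offsets 13 of the 18 promoters named by rule or list passed, CDH10, OTOP2, PDE6B, SDHAF1 and TSR1 being the exceptions, and on fragment counts none of the 15 testable did, all 15 keeping their direction. The count was 0 without either primed OCT4 library, 201 without naive replicate 1 and 193 without naive replicate 2, and on fragments 39 and 20 without the same naive libraries.

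Of the core pluripotency genes, 11 of 19 tested had a positive log2 change over Input (median 0.26) and none passed on fragments. On distinct plasmids 5 passed when adjusted over the list alone: TDGF1, NANOG, SALL4, DPPA4 and JARID2. Their CPM ratios were 2.65 (counting interval 1.28 to 6.58), 1.31 (0.779 to 2.39), 1.72 (1.02 to 3.14), 1.77 (0.964 to 3.70) and 1.27 (0.783 to 2.23). The intervals of NANOG, DPPA4 and JARID2 include 1. Members with a positive change numbered 7 of 15 naive-associated, 9 of 16 primed-associated, 14 of 20 signalling, 18 of 27 developmental, 14 of 19 housekeeping, 9 of 15 silent and 3 of 13 fibroblast genes, with medians of -0.04, 0.18, 0.41, 0.21, 0.20, 0.21 and -0.47. On fragments, adjusted over the list alone, STAT3 (adjusted p = 0.00012), POLR2A (adjusted p = 0.000248) and F9 of the silent list (adjusted p = 0.0482) passed. No list passed camera at an adjusted p under 0.05, and for naive-associated genes its direction was opposite in sign to the median.

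Naive and primed cells were compared first within OCT4. The promoter of POU5F1, the gene of OCT4 itself, taken at the 5' end of its gene record (31148508 on chromosome 6), had a log2 change (naive over primed) of 1.34 ± 0.74 (SE), SOX2 0.60 ± 0.62, SALL4 0.61 ± 0.65 and NANOG -0.39 ± 0.73, none past the test. POU5F1 and DNMT3B (0.93 ± 0.64) lie in regions where OCT4 replicate 2 of both states shared plasmids with the BAC library. Of the core pluripotency genes 14 of 17 were positive (median 0.53; 13 of 18 on distinct plasmids, median 0.15), of naive-associated genes 7 of 13 (median 0.03), of primed-associated genes 9 of 14 (median 0.21), of signalling genes 8 of 18 (median -0.04) and of developmental genes 11 of 26 (median -0.11). Housekeeping, silent and fibroblast genes had 10 of 17, 6 of 11 and 6 of 9 positive members, with medians of 0.09, 0.05 and 0.34. COL2A1 had the smallest p of the listed genes, at -1.86 ± 0.66 (edgeR adjusted p over the list alone 0.138), followed by F9 at 2.05 ± 0.80 and CD44 at 1.75 ± 0.75. No member passed when adjusted over the list alone or over all genes, and no list passed camera, whose direction was opposite in sign to the median for naive-associated genes. None of 13379 promoters (458 at an unadjusted p under 0.05) and none of 48464 windows (1794) passed with edgeR, nor with DESeq2 (672 promoters and 1551 windows at an unadjusted p under 0.05). In simulated data on fragment counts, 2% of promoters changed by 2-fold, 12% of those changed by 4-fold and 68% of those changed by 8-fold were recovered, and 0% of windows at any fold up to 16. On distinct plasmids, where 0 windows and 0 promoters passed as well (1127 and 623 at an unadjusted p under 0.05), the simulation recovered 12% of promoters changed by 2-fold, 68% by 4-fold and 100% by 8-fold, and 42% of windows changed by 8-fold. Without naive replicate 1 the counts were 2028 windows and 504 promoters, without primed replicate 1 there were 363 windows, and without naive replicate 2 there was 1 promoter.

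Across all targets, no window and no promoter passed between naive and primed cells. Of the core pluripotency genes 16 of 20 were positive (median 0.28; 12 of 20 on distinct plasmids, median 0.23), in a fit that holds the same OCT4 libraries as the one before, among them GDF3, a TGF-β ligand of ESCs, at 1.10 ± 0.56 (SE) and POU5F1 at 0.92 ± 0.83. The pooled directions rest in part on the histone labels, whose marks and states are in doubt. Naive-associated genes had 11 of 17 positive members (median 0.08; DPPA5 0.98 ± 0.66, KLF4 -0.79 ± 0.55), primed-associated 8 of 16 (0.01), signalling 10 of 21 (median -0.005; CER1, a NODAL antagonist, 1.36 ± 0.62 with an edgeR adjusted p over the list alone of 0.838), developmental 17 of 29 (0.06), housekeeping 11 of 18 (0.08), silent 7 of 14 (-0.02) and fibroblast 5 of 15 (-0.11). No list passed camera, whose direction was opposite in sign to the median for primed-associated, signalling, housekeeping and silent genes. With edgeR 0 of 76962 windows (564 at an unadjusted p under 0.05) and 0 of 16280 promoters (51) passed, and with DESeq2 0 (3011 windows and 234 promoters at an unadjusted p under 0.05). In simulated data 0% of windows changed by 4-fold, 16% by 8-fold and 60% by 16-fold were recovered, and 0% of promoters changed by 2-fold, 10% by 4-fold and 62% by 8-fold, so changes of up to 4-fold in windows and 2-fold at promoters were not detectable. The interaction of state with the class of target also gave 0 calls with edgeR in windows and promoters (746 and 29 at an unadjusted p under 0.05 on fragments).

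In the NANOG and OCT4 libraries alone, counting each distinct plasmid once, 22 promoters were higher in naive and 3 in primed cells, a combination of settings chosen after the data were seen. REST, a repressor of neuronal genes, had a log2 change of 2.22 ± 0.37 (SE, adjusted p = 0.000186), with 71.8 CPM in naive and 11.8 CPM in primed NANOG. VENTX, a homeobox gene, MED12, a Mediator subunit, and SP5, a WNT target, had changes of 2.00 ± 0.44, 1.98 ± 0.43 and 1.79 ± 0.45 (adjusted p = 0.0246, 0.0204 and 0.0494). CCDC92, DERA, FLAD1, ENSG00000258417, GALNT8 and SLC1A3 were also higher in naive cells (1.69 to 1.90), and UBE2J2, CUZD1 and UCK1 lower (-2.03, -1.94 and -1.86). Adjusted over the list alone, DPPA2 (1.37 ± 0.37), CER1 (1.69 ± 0.44) and SP5 were higher and FGF2 (-1.44 ± 0.44) lower. POU5F1 (1.20 ± 0.42) also passed over its list (adjusted p = 0.0431), in the region shared with the BAC library. In windows, 47 were higher and 10 lower, with NTRK2 (3.98), EBF2 (3.80) and SMARCAD1 (3.69) nearest to the highest and PTPN4 (-3.59) and PPM1A (-3.32) nearest to the lowest. On fragment counts none of the 13 named promoters passed, with all 13 in the same direction. The single naive NANOG library was also the more concentrated one. On distinct plasmids its top 1% of windows took 2.34 times the Input share, against 1.72 times in primed NANOG. Whether the excess of calls in naive cells reflects this difference between the libraries was not tested.

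H3K27ac and H3K4me1 were compared with cell state as covariate, which also checks the labels. No window (0 of 145429, 1487 at an unadjusted p under 0.05) and no promoter (0 of 16515, 11) passed with edgeR, nor with DESeq2 (3959 windows and 95 promoters at an unadjusted p under 0.05). Standard errors were large: NANOG had a log2 change (H3K27ac over H3K4me1) of 1.56 ± 2.04 (SE). As groups, signalling genes had 14 of 21 positive members (median 0.47) and silent genes 2 of 14 (median -0.81). Both passed camera with its preset correlation (adjusted p = 0.00451, up, and adjusted p = 0.00495, down) and neither did with an estimated correlation (adjusted p = 0.957 for each). The other lists had medians between -0.14 and 0.19, with positive members numbering 11 of 20 core, 10 of 16 naive-associated, 10 of 16 primed-associated, 18 of 29 developmental, 11 of 18 housekeeping and 6 of 15 fibroblast genes, and no member of any list passed. For fibroblast genes the direction of camera was opposite in sign to the median. Without the library labelled naive H3K27ac 49 windows passed. The simulation recovered 0% of promoters and of windows changed by up to 16-fold. Its spread came from the fit with the marks as labelled, with a median promoter dispersion of 0.92. In the fits across all targets the dispersion was 0.41 (naive against primed) and 0.35 (histone against transcription factor). A difference of that size was thus not detectable under this grouping of the libraries. Whether the marks differ under another grouping was not tested.

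The split ran across the labels. Housekeeping promoters lay 1.28 above all promoters (log2 over Input, percentile 98.3 of random lists) in the library labelled primed H3K27ac and 0.65 above (percentile 94.5) in that labelled naive H3K4me1, but 0.92 and 0.64 below in those labelled naive H3K27ac and primed H3K4me1 (percentiles 0.12 and 0.54). Developmental regulators showed the opposite. They lay 1.10 and 1.07 above all promoters in the libraries labelled naive H3K27ac and primed H3K4me1 (29 and 28 of 30 members above Input), and 1.52 and 1.18 below in those labelled primed H3K27ac and naive H3K4me1 (3 and 0 of 30). Core pluripotency promoters lay 1.24 above in the library labelled primed H3K27ac and 0.81 above in that labelled naive H3K4me1, and -0.05 from all promoters in both others. The library labelled primed H3K27ac was highest at BRD2, a chromatin reader of acetylation, with 24.3 CPM, PCBP1 (21.0 CPM) and HNRNPK (20.7 CPM), RNA-binding proteins, where that labelled naive H3K4me1 had 10.7, 15.4 and 12.4 CPM. The libraries labelled naive H3K27ac and primed H3K4me1 shared high windows in introns of HPAT5 (29.5 and 21.5 CPM), TTYH3 (22.98 and 17.5 CPM) and GLIS2 (18.5 and 18.4 CPM).

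Over 76962 windows, the libraries labelled naive H3K27ac and primed H3K4me1 correlated at r = 0.59 (Spearman 0.56), and those labelled primed H3K27ac and naive H3K4me1 at r = 0.51 (Spearman 0.43). The pair labelled H3K27ac correlated at -0.29 and the pair labelled H3K4me1 at 0.18, or -0.12 once windows were centred within each GC percent. The NANOG libraries of both states correlated at 0.65. Input correlated at 0.59 with the library labelled primed H3K4me1, 0.43 with that labelled naive H3K4me1, 0.38 with that labelled naive H3K27ac and 0.01 with that labelled primed H3K27ac (0.19, 0.17, 0.07 and 0.06 within GC percent). In windows of 5000 bp the library labelled primed H3K4me1 correlated at 0.797 with Input and at 0.774 with that labelled naive H3K27ac. OCT4 replicates correlated at 0.22 in naive and 0.35 in primed cells on fragment counts, and at 0.44 and 0.58 on distinct plasmids. Between the states, OCT4 replicate 1 correlated at 0.37 and replicate 2 at 0.20 on fragment counts (0.59 and 0.41 on distinct plasmids). These are correlations across windows, which are not independent replicates.

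**Figure D4:**
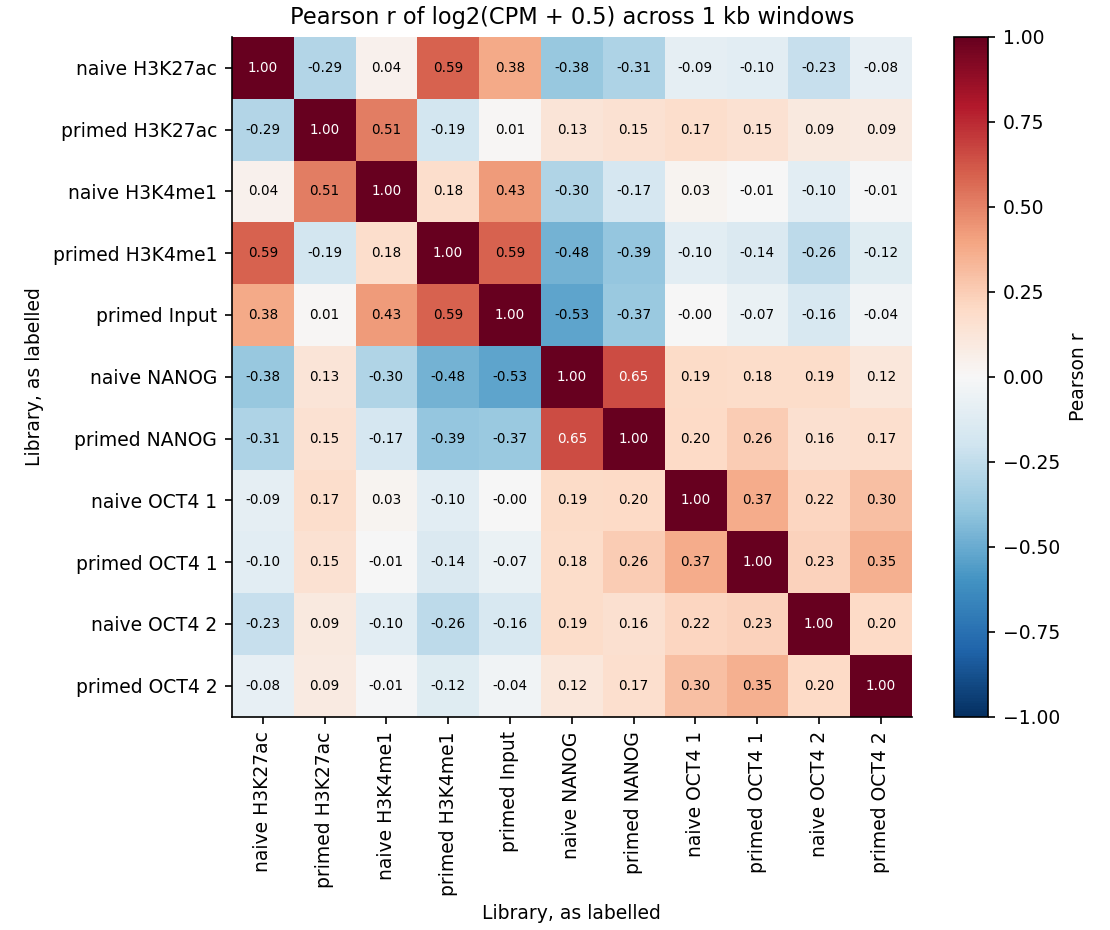
Pearson correlation of log2 CPM across 76962 windows of 1 kb for each pair of the ChIP and Input libraries, with r written in each cell and as colour from -1 to 1. The naive and primed NANOG libraries correlate at 0.65, and the libraries labelled naive H3K27ac and primed H3K4me1 at 0.59.

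Histone and transcription factor libraries were then compared at promoters and in windows. Among listed genes PRRX1, a mesenchymal homeobox gene of the fibroblast list, was lower in histone libraries (log2 change -2.32 ± 0.60, SE, adjusted p over the list alone 0.0157, over all genes 0.56). SUSD2, a surface marker of naive cells, had 2.10 ± 0.68, STAT3 -2.54 ± 0.90 and KLF17 -1.72 ± 0.60, none past the test, and LEFTY1 and LEFTY2, NODAL antagonists, had 1.28 ± 0.51 and 1.56 ± 0.61. Positive members numbered 10 of 20 core pluripotency (median -0.005), 11 of 17 naive-associated (0.25), 13 of 16 primed-associated (0.19), 6 of 21 signalling (-0.44), 18 of 29 developmental (0.13), 12 of 18 housekeeping (0.15), 9 of 14 silent (0.24) and 9 of 15 fibroblast genes (0.48). No list passed camera, and for naive-associated, developmental and housekeeping genes its direction was opposite in sign to the median. With edgeR 0 of 16280 promoters (1335 at an unadjusted p under 0.05; 131 calls with DESeq2) and 0 of 76962 windows (12210; 7131 calls with DESeq2) passed. On distinct plasmids 448 windows were higher and 4376 lower in histone libraries. The higher ones lay near ARHGEF16 (3.27 ± 0.80, SE), RRN3 (3.18), MTSS2 (2.93), PKD1 (2.90) and PIP5K1C (2.86), with adjusted p-values of 0.0248 to 0.0354, and had a median GC content above that of the windows not called (62.25% against 56.1%). PKD1, RRN3 and GSTT1 (2.86) have near-identical copies and are uncertain. The lower ones had a median GC content of 39.8%, and 58.8% lay beyond 100 kb of a TSS. In the window near LARP7 the 4 histone libraries held 1 plasmid in all, and naive and primed NANOG 281 and 93. With library size scaling alone, the median log2 change of fragments moved from 0.17 to 1.19 and 10142 windows were higher and 1474 lower. With GC-corrected offsets 93 of the 4824 windows remained (1.93%), and of the 314 windows called then 69.4% were higher. Leaving out 1 library gave 0 calls without naive H3K4me1, 617 without primed NANOG, 1228 without primed H3K4me1, 2636 without naive H3K27ac, 2851 without naive NANOG, 3013 and 2985 without primed OCT4 replicates 1 and 2, and 14909 without primed H3K27ac, and on fragments 18 without naive NANOG and 3 without naive OCT4 replicate 2.

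Distinct plasmids with the same chromosome, start and end in 2 libraries were counted next, because independent libraries should share few such positions. Pairs from different sets of libraries, which are below 1.5 times by definition, still shared 1.06 to 1.40 times the expectation from shifted ends (median 1.18). Shifted ends may therefore understate the sharing of unrelated libraries, which was not tested. Of 66 pairs, 62 shared more than in any of 10 comparisons with shifted ends, and 17 shared at least 1.5 times the mean of these, or 9 among plasmids with at least 2 fragments. The highest ratio, 11.5, was that of the libraries labelled naive H3K27ac and primed H3K4me1 (10230 positions), and the library labelled naive H3K4me1 shared 7.67 times the expectation with that labelled naive H3K27ac and 7.18 times with that labelled primed H3K4me1. Naive OCT4 replicate 2 shared 9001 positions with the BAC library, 5.52 times the 1630.5 expected, and 81.6% of these lay in the BAC regions. Primed OCT4 replicate 2 shared 4068 positions with it, 5.00 times the expectation, 74.1% of them in the BAC regions. Among plasmids with at least 2 fragments these ratios were 2.25 and 1.19, and the second was not above all shifted comparisons. OCT4 replicates of the same state shared 1.20 times the expectation in naive and 1.19 times in primed cells, and Input and primed NANOG 2.63 times. Same-numbered OCT4 libraries of different state shared more than these OCT4 replicates. The ratio was 1.54 for the second replicates (5004 positions) and 1.30 for the first. The latter lay within the range of pairs from different sets.

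The BAC library was made to cover 3 super-enhancers fully, and 99.1% of its fragments (95% Wilson interval 99.07 to 99.07%) fell in 3 regions. The region around POU5F1 on chromosome 6, from 31120001 to 31260000, took 39.9% of fragments at 21.8 distinct plasmids per bp, with 99.4% of its bases covered. It also holds TCF19, HLA-C and the noncoding genes PSORS1C3 and HCG27. The region around FGFR1, a receptor of fibroblast growth factors, on chromosome 8 from 38220001 to 38390000 took 39.6% at 17.7 plasmids per bp and covered LETM2 and 17.6% of NSD3. The region around DNMT3B, a DNA methyltransferase gene of ESCs, on chromosome 20 from 31240001 to 31420000 took 19.6% at 8.78 plasmids per bp, and also holds COMMD7, 40.2% of MAPRE1 and 51.4% of C20orf203. Coverage of 1 kb windows varied by a coefficient of variation of 0.350, 0.533 and 0.388 within the regions. The regions were the runs of at least 30 kb, a limit set after the data were seen, among 425 runs of 10 kb bins. Input held 0.0461% of its fragments there, and the ChIP libraries 0.0301 to 0.0515%, apart from naive OCT4 replicate 2 with 0.135% (95% Wilson interval 0.133 to 0.138%). Of distinct plasmids, 0.394% of naive and 0.0760% of primed OCT4 replicate 2 lay there, against 0.0275 to 0.0508% of the other ChIP and Input libraries.

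Within these tracts NANOG was focal. In the POU5F1 region naive and primed NANOG had 36.3 and 58.0 CPM from 31139001 to 31140000, annotated as an intron of POU5F1 8.67 kb from the 5' end of its gene record, against 2.08 CPM in Input. In the adjoining window they had 32.1 and 20.8 CPM, and OCT4 had 10.6 and 17.6 CPM in naive and 8.15 and 7.76 CPM in primed cells (replicates 1 and 2, of which the second shared plasmids with the BAC library in both states), against 2.73 CPM in Input. In the DNMT3B region the highest NANOG window lay in an intron of DNMT3B, from 31368001 to 31369000, with 20.3 and 35.7 CPM against 3.08 CPM in Input. In the FGFR1 region it lay from 38388001 to 38389000 in an intron of the noncoding LINC03042, 62.0 kb from the FGFR1 TSS, with 48.0 and 15.2 CPM against 0.462 CPM. A window in an intron of FGFR1, from 38298001 to 38299000, had 14.5 and 10.1 CPM.

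**Figure D5:**
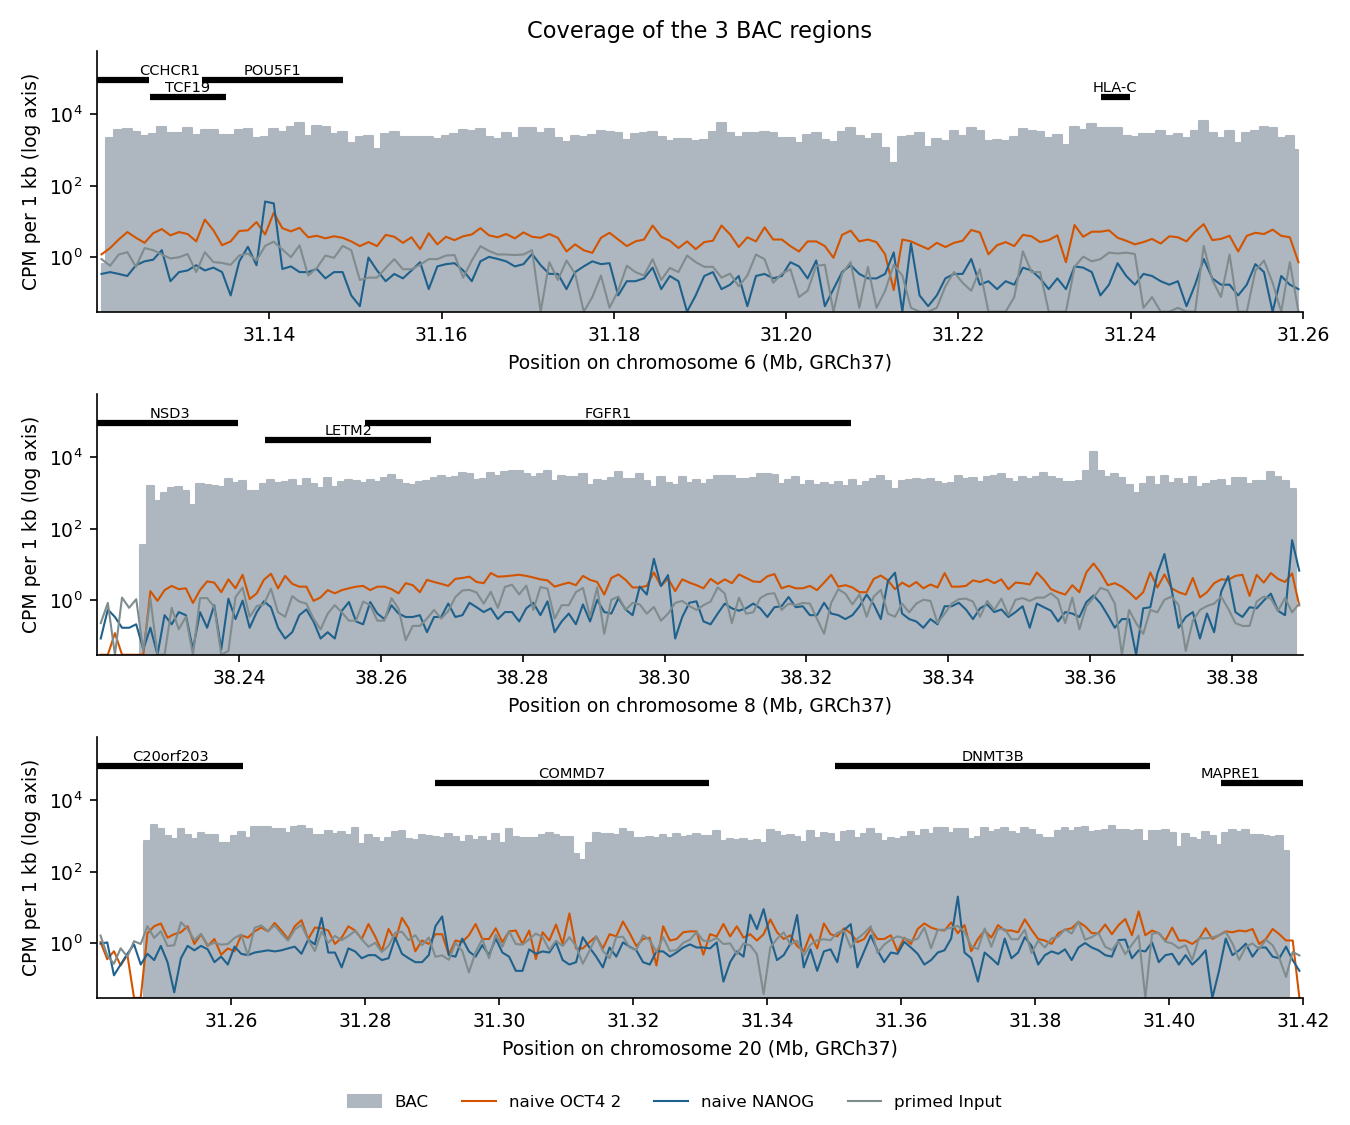
CPM in 1 kb windows along the 3 BAC regions on a log axis, with the position in hg19 (GRCh37) on the x axis and genes as black bars, for the BAC library (grey area), naive OCT4 replicate 2, naive NANOG and Input (lines). Naive NANOG reaches 36.3 CPM in an intron of POU5F1, where Input has 2.08 CPM.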

Values the study reported

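The study reported that its plasmid libraries each held between 8.4 and 30.8 M unique plasmids. It gave 221 bp as the average insert size.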

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

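The test of OCT4 binding in the BAC regions, the other tests of BAC sharing, and those of exchanged marks, of shared plasmids between histone libraries, of OCT4 alone, of GC content in the OCT4 windows and of satellites were chosen after the results were seen, as were the GC-corrected values and the fits of NANOG and OCT4 alone.

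Some libraries stood apart from the others of their kind. The library labelled primed H3K27ac held 30.8 M fragments, above all other primed ChIP libraries, and naive OCT4 replicate 2 held 8.45 M, below all other OCT4 and NANOG libraries. Within 1 kb of a TSS, primed NANOG held 3.12% of its fragments, above the other transcription factor libraries. Naive OCT4 replicate 2 held 6.87% of its fragments in the top 1% of windows, above the other OCT4 libraries. Of 35 groups of values tested 5 had such a library, where chance gives 1 in 20, or 1.75. Mitochondrial DNA, which no comparison used, took more of each transcription factor library than of Input (0.120%): 0.202% in naive and 0.171% in primed NANOG, 0.264 and 0.212% in naive and primed OCT4 replicate 1, and 0.331 and 0.143% in naive and primed OCT4 replicate 2. Histone libraries held 0.00331% on average.

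Naive OCT4 replicate 2 shared plasmid positions with the BAC library, at 5.52 times the number in comparisons with shifted ends, which argues against chance coincidence of independent inserts. Inside the BAC regions, where binding by OCT4 would raise plasmids at other ends as well, identical positions were 4.53 times the number from shifted ends (7343 of 9278 plasmids there), which argues against OCT4 binding in naive cells as the source. BAC reads counted in this library remain a candidate explanation, since its share of fragments on the regions was 3.11 times that of the highest other OCT4 library. Primed OCT4 replicate 2 shared 3016 of its 5120 plasmids there, 3.75 times the number from shifted ends, and 0.0760% of its distinct plasmids lay on the regions, above the 0.0275 to 0.0508% of all libraries but the second OCT4 replicates and BAC, while its share of fragments (0.0434%) was within the range of the others. Among plasmids with at least 2 fragments its sharing with BAC was 1.19 times the expectation (120 positions), no longer above the highest shifted comparison (126). Outside the BAC regions naive and primed OCT4 replicate 2 shared 1658 and 1052 positions with BAC, 209.9 and 106 times the number from shifted ends, where the other libraries stood at 1.38 to 3.43 times. Values of POU5F1 and DNMT3B in the second OCT4 replicate of both states may therefore include BAC plasmids, and no biological explanation other than binding was tested.

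The libraries labelled H3K27ac and H3K4me1 correlated across rather than within the labels. The highest correlation between different labels exceeded the highest within a label by 0.41 (0.45 on distinct plasmids). GC content is argued against as the whole source, since the highest correlation across labels was 0.569 after centring within GC percent (labelled primed H3K27ac and naive H3K4me1), where the pair labelled H3K4me1 stood at -0.12. The pair labelled naive H3K27ac and primed H3K4me1 fell from 0.586 to 0.418, so GC content accounts for part of it. Plasmids counted in both libraries are argued against as well, since positions shared by the libraries labelled naive H3K27ac and primed H3K4me1 took at most 0.175% of the fragments of either. An exchange of labels stays open as a hypothesis, of marks or of marks and states together. The second matches the totals in the study's overview, which place each of these files under another histone label and the opposite state. A difference between naive and primed chromatin, which the design names, was not tested apart from it. The paper reports that its plasmid libraries correlated well with sequencing of the matching precipitated DNA (ChIP-seq). This speaks for the assignment the paper used. Whether that was the one of the file labels or of the overview cannot be told for the states. For the marks, the profiles pair as in the overview. Within GC percent the pairs of 1 file mark stood at -0.27 and -0.12, those of 1 overview mark at 0.569 and 0.418. Housekeeping promoters lay 1.28 and 0.65 (log2 over Input) above all promoters in the files that the overview lists as H3K27ac. They lay 0.92 and 0.64 below in those it lists as H3K4me1. These values argue against the marks on the file labels.

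Windows above Input in the OCT4 libraries lay mostly in AT-rich DNA far from genes. Binding by OCT4 alone is argued against as the whole source, since NANOG was also higher there than in windows not called of like Input count and GC content. Of 2 matchings tried, the one with the same Input count and GC percent found partners for 73.1% of the windows. It put naive and primed NANOG at median folds of 6.36 and 4.71 (lower quartiles 2.53 and 2.22). The libraries labelled naive and primed H3K27ac stood at 2.04 and 2.75, and those labelled naive and primed H3K4me1 at 1.24 and 1.54. The wider matching, with GC content within 2 points and Input counts within 20% or 2 fragments, covered 88.0% and put naive and primed NANOG at 8.53 and 6.68. Collapsed satellites would raise every library through extra copies. The lowest ratio of the called to all tested windows was 0.765, in the library labelled primed H3K4me1. This ratio cannot decide, since the windows were chosen for OCT4 above Input, and that library follows Input (r = 0.59). The median Input count was 16 in the called and 43 in all tested windows. Collapsed satellites stay open, also for the 1.98% of windows with an Input count above 10 times the median. GC content may account for the calls: with GC-corrected offsets 0% of the 809 windows passed, their median log2 change going from 5.26 (SD 1.78) to 2.15 (SD 2.90), so the call ended with both a smaller change and a wider spread. Joint binding of NANOG and OCT4 in such DNA stays open.

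Other splits of the libraries bear on chance. Where the real count was 0, every split gives as many and the test is uninformative. This held for histone against transcription factor libraries (40 of 40 splits for windows, highest other 1606, and 100 of 100 for promoters, highest other 0) and for naive against primed across targets (40 of 40 for windows, highest other 0, and 100 of 100 for promoters, highest other 1360). The 1360 promoters came with the libraries labelled naive H3K27ac and primed H3K4me1, both OCT4 replicates 1 and primed OCT4 replicate 2 on one side, which points to a structure of the samples, as do the 1606 windows, with both NANOG and both primed OCT4 libraries on one side. For histone against transcription factor libraries on distinct plasmids, 2 of 40 splits gave as many windows as the real 4824 (highest other 5104, the split that gave 1606). That other split keeps all histone libraries together and moves only the naive OCT4 libraries to their side. It is close to the real split, so the count of calls cannot decide on chance. At an unadjusted p under 0.05, a count looked at afterwards, 1 of 40, the real one, reached its 12210 windows on fragments (highest other 11371) and 1 of 40 its 17669 on distinct plasmids (highest other 17119), while 18 of 100 reached its 1335 promoters. For naive against primed across targets, 37 of 40 reached the real 564 windows and 91 of 100 the real 51 promoters. For NANOG and OCT4 alone on distinct plasmids, the 10 splits are too few for a share under 0.05, and 1 split, the real one, gave as many as the real 57 windows (highest other 0), and 1 as many as the real 25 promoters (highest other 12).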

How the results depend on the processing

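The GC-corrected offsets, the fits without the second OCT4 replicates, those of NANOG and OCT4 alone on distinct plasmids, the correlations within GC percent, and leaving out libraries for promoters, distinct plasmids and single measures were chosen after the data were seen, and the cause of each change below was not tested unless stated.

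Over all alternatives, 241 values that answer a comparison stayed on their side of the threshold or within their spread, 29 moved, 23 passed and 6 no longer passed, and 1 turned. Of the values of single named genes, 16 stayed and 49 no longer passed, all in the same direction. Counting each plasmid once gave 98.0% of BAC plasmids in the 3 regions, 5592 windows (5272 higher, 320 lower) and 77 promoters for OCT4 against Input, and 4824 windows for histone against transcription factor libraries. DESeq2 gave 2181 windows and 9 promoters for OCT4 against Input, and 7131 windows (2540 higher, 4591 lower) and 131 promoters for histone against transcription factor libraries. Library size scaling alone gave 11616 windows for the latter, 87.3% of them higher, and 2 windows for naive against primed OCT4, where it moved the median log2 change from 0.02 to 0.89. For H3K27ac against H3K4me1 it moved from -0.03 to -0.42. A minimum of 2 CPM gave 3208 and 2 windows for the same comparisons, and 0.5 CPM gave 417 windows for OCT4 against Input, with more windows tested. Without the covariate, OCT4 against Input gave 1382 windows. The top 5% of windows took 0.996 times the Input share.

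GC-corrected offsets gave 0 windows for OCT4 against Input (749 on distinct plasmids, 404 higher and 345 lower) and 26 promoters on distinct plasmids. For histone against transcription factor libraries they gave 6 windows, and 314 on distinct plasmids, 69.4% of them higher. Without the second OCT4 replicates that comparison gave 3 windows, and 1853 on distinct plasmids, and the difference in plasmids was 1.69 M. NANOG and OCT4 alone on distinct plasmids gave 57 windows and 25 promoters between naive and primed cells. Within GC percent, the pair labelled H3K4me1 correlated at -0.12, and in windows of 5000 bp the primed OCT4 pair at 0.62. Among plasmids with at least 2 fragments the sharing ratio was 8.03 for the libraries labelled naive H3K27ac and primed H3K4me1, 4.21 and 3.44 for that labelled naive H3K4me1 with these, 2.25 for naive and 1.19 for primed OCT4 replicate 2 with BAC (the latter not above all shifted comparisons), 1.59 for Input with primed NANOG and 1.1485 for the primed OCT4 pair, and 9 pairs reached 1.5 times.

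Leaving out each library in turn, with a lone library assumed to vary like the others, the counts ranged from 0 to 2028 windows and 0 to 504 promoters for naive against primed OCT4, 0 to 3923 windows (4569 to 7818 on distinct plasmids) and 0 to 39 promoters (0 to 201) for OCT4 against Input, 0 to 49 windows and 0 to 0 promoters for H3K27ac against H3K4me1, 0 to 18 windows (0 to 14909) and 0 to 0 promoters for histone against transcription factor libraries, and 0 to 0 for naive against primed across targets. Histone minus transcription factor differences ranged from 53.8 to 71.5 bp, 2.32 to 2.94 percentage points near TSSs, -0.754 to -0.244 fragments per plasmid and 1.92 to 5.69 M plasmids, and naive minus primed ones from -1.99 to 22.8 bp, -1.07 to -0.122 points, -0.0418 to 0.410 fragments per plasmid and -3.08 to -0.179 M plasmids. The naive minus primed ranges keep the states as labelled. With the histone states exchanged, as in the study's overview, the naive minus primed differences over all libraries take the opposite sign.

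The replicate number as a block gave 0 windows (1652 at an unadjusted p under 0.05) and 0 promoters (418) for naive against primed OCT4, and 0 windows (433) and 0 promoters (35) across targets, with edgeR. Only 2 pairs share a number, and deviations of same-numbered libraries correlated at -0.05 in windows (0.10 on distinct plasmids) and -0.03 in promoters (-0.02). These deviations gave little sign of pairing by number. Shared positions gave a link by number for the second replicates only. Naive and primed OCT4 replicate 2 shared 1.54 times the expectation. Naive and primed OCT4 replicate 1 shared 1.30 times, within the 1.06 to 1.40 times of pairs from different sets of libraries. Among plasmids with at least 2 fragments the ratios of replicates 2 and 1 were 1.17 and 1.26. Both second replicates also shared positions with the BAC library. These 3 libraries were deposited apart from the other 9 and formed the smaller set by sharing. The OCT4 replicate number therefore cannot be told apart from a batch, which was not tested. Depth limits the second naive OCT4 replicate most, at 8.45 M fragments.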

Other observations

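The motif test over all OCT4 and NANOG libraries was written before its result was seen and that over the OCT4 libraries afterwards, the values per library in these paragraphs were picked after the data were seen, and no result here was planned as a comparison.

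A window near the centromere of chromosome 17 was among the highest of the OCT4 libraries and was high in NANOG too, whose own highest windows lay elsewhere. From 22257001 to 22258000 the OCT4 libraries had 50.6 and 43.2 CPM in naive and 49.8 and 38.2 CPM in primed cells, NANOG 42.0 and 32.9 CPM in naive and primed cells, and Input 1.92 CPM. Near BMP4, a ligand of the TGF-β family, and FZD7, a WNT receptor, naive and primed NANOG reached 19.2 and 9.50 CPM and 28.8 and 23.3 CPM, and near SPRY1, a feedback inhibitor of receptor tyrosine kinases, 25.9 and 6.12 CPM. Of developmental regulators, HOXB1, FOXA2, EOMES and MIXL1 had a window of at least 5 CPM in both NANOG libraries. Fibroblast promoters lay 0.47 (log2 over Input) above all promoters in the library labelled primed H3K4me1 (percentile 99.2 of random lists), a library whose state is in doubt. The rise was not particular to fibroblast genes. Developmental, naive-associated and silent genes lay 1.07, 0.38 and 0.22 above there (percentiles 100, 96.9 and 98.9), while core pluripotency and housekeeping genes lay below all promoters. The feeder cells of the naive cultures were mouse fibroblasts, so the fibroblast list of human genes is no measure of them.

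STAT3 and POLR2A stood out in the OCT4 libraries. STAT3 had 60 to 114 distinct plasmids per OCT4 library over its promoter, and its change between histone and transcription factor libraries was -2.54 ± 0.90 (SE), with POLR2A at -1.80 ± 0.78, neither past the test over all genes.

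The hypothesis that precipitated DNA carries the joint OCT4 and SOX2 sequence was tested in the 1000 windows most above Input in each library. The joint motif occurred in 14 and 10 windows of naive OCT4 replicates 1 and 2 and in 19 and 13 of the primed ones, 7.0, 3.70, 11.9 and 3.82 times the rate in windows of the same GC content, and in 6 and 4 windows of naive and primed NANOG. The octamer of OCT4 alone was found at 0.974 and 1.04 times that rate in naive OCT4 replicates 1 and 2 and at 1.08 and 0.929 times in the primed ones, against 1.43 and 1.47 times in naive and primed NANOG and 1.63 times in the library labelled primed H3K4me1. The lowest ratio over the OCT4 libraries was 3.70, and in each the lower 95% limit of the share (0.544 to 1.22%) exceeded the share at the same GC content (0.16 to 0.34%), which is consistent with the hypothesis for OCT4. Over OCT4 and NANOG together the lowest ratio was 1.67, for primed NANOG, where counts are too few to decide.

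The distinct plasmids numbered from 2.35 to 17.1 M here. That is lower than the range quoted from the study above. The fragments numbered from 8.45 to 30.8 M, and it is these that match the quoted range, so the gap lies in what was counted.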
